# Characterization and Comparison of the Leukocyte Transcriptomes of Three Cattle Breeds

**DOI:** 10.1371/journal.pone.0030244

**Published:** 2012-01-23

**Authors:** Wen Huang, Asif Nadeem, Bao Zhang, Masroor Babar, Morris Soller, Hasan Khatib

## Abstract

In this study, mRNA-Seq was used to characterize and compare the leukocyte transcriptomes from two taurine breeds (Holstein and Jersey), and one indicine breed (Cholistani). At the genomic level, we identified breed-specific base changes in protein coding regions. Among 7,793,425 coding bases, only 165 differed between Holstein and Jersey, and 3,383 (0.04%) differed between Holstein and Cholistani, 817 (25%) of which resulted in amino acid changes in 627 genes. At the transcriptional level, we assembled transcripts and estimated their abundances including those from more than 3,000 unannotated intergeneic regions. Differential gene expression analysis showed a high similarity between Holstein and Jersey, and a much greater difference between the taurine breeds and the indicine breed. We identified gene ontology pathways that were systematically altered, including the electron transport chain and immune response pathways that may contribute to different levels of heat tolerance and disease resistance in taurine and indicine breeds. At the post-transcriptional level, sequencing mRNA allowed us to identify a number of genes undergoing differential alternative splicing among different breeds. This study provided a high-resolution survey of the variation between bovine transcriptomes at different levels and may provide important biological insights into the phenotypic differentiation among cattle breeds.

## Introduction

There are two major types of modern cattle breeds which diverged 610,000–850,000 years ago [1]. The taurine (*Bos taurus*) breeds, originating primarily from Europe and the northern parts of Asia, are adapted to temperate climates. The indicine (*Bos indicus* or *Bos taurus indicus*) breeds are of South Asian origin and evolved in warm tropical climates [2]. There exists substantial phenotypic difference between taurine and indicine cattle. In particular, they differ remarkably in their resistance to thermal stress, parasites, and diseases [3], [4]. In this study, the transcriptomes of three cattle breeds were investigated. Holstein and Jersey are two common taurine dairy breeds predominantly found in Europe and North America, and Chlolistani is an indicine dual-purpose (dairy and meat) breed found in the Cholistan desert region in Pakistan where annual rainfall averages at 180 cm and mean temperature is 28.3°C [5]. The Cholistani breed is renowned for its remarkable tolerance to heat and resistance to ticks and diseases [5].

The recent sequencing and identification of abundant DNA variants for the bovine genome have significantly facilitated the analysis of genetic divergence between cattle breeds [6], [7]. Population genetic analysis has revealed a clear separation of animals into distinct genetic clusters consistent with their breed identity and relatedness, implying large between-breed genetic variation [7]. However, little is known regarding the expression of genes in cattle and the variation between breeds.

The importance of understanding transcriptomic variation is obvious as the role of gene expression in shaping phenotypes is well documented. In particular, the transcriptomic variation among cattle breeds may provide mechanistic knowledge on their differentiation on phenotypes including appearance, physiological, behavioral, and production traits. There is accumulating evidence that variation in gene expression, presumably controlled by genomic variations within regulatory elements, contributes to phenotypic variation. For example, variation in expression of certain genes including the ornithine aminotransferase was associated with nicotine resistance in fruit flies [8]. Furthermore, in an evolutionary context, differences in gene expression are important in determining phenotypic differentiation of closely related species such as primates whose similarity in DNA sequences do not appear to fully explain the distinct phenotypes [9]. Importantly, while the expression of most genes stays unchanged evolutionarily, there are a significant number of genes whose expression levels are under natural selection, suggesting their involvement in adaptation and evolution [9], [10]. In addition, regulation of gene expression is far more complicated than steady-state messenger RNA (mRNA) levels. Additional modes of regulation exist at different stages in the life cycle of mRNA, including splicing that generates alternative isoforms and mRNA sequestration that prevents its translation. Variation in these stages of regulation may also be under natural selection and contribute to phenotypic variation. For example, two recent studies in primates have reported lineage-specific alternative splicing in the brain and liver transcriptomes [11], [12].

In this study, we used mRNA-Seq to characterize and compare the leukocyte transcriptomes of Holstein, Jersey, and Cholistani with respect to variations in sequence, expression, and splicing. These variations may provide partial explanations for differential phenotypes between cattle breeds, particularly between *taurus* and *indicus* cattle.

## Materials and Methods

### Ethics Statement

This study was approved by the Animal Care and Use Protocol committee of the Research Animal Resources Center at the University of Wisconsin-Madison.

### RNA preparation

Tail vein blood was collected from 40 Holstein cows at the University of Wisconsin Dairy Cattle Center, 7 Jersey cows at the University of Wisconsin Arlington Agricultural Research Station, and 45 Cholistani cows at GujaitPeer Farm, Bahawalpur, Punjab, Pakistan. Immediately following blood sampling, equal volumes of whole blood were pooled before white blood cells were isolated by centrifugation at 3000 g for 15 min. The white blood cells were washed twice with red blood cell lysis buffer, followed by RNA extraction using the Qiagen RNAEasy Mini Kit (Qiagen, Valencia, CA). For the Cholistani breed, RNA was transported in RNAStable (Biomatrica, San Diego, CA), a storage matrix mimicking an anhydrobiotic environment, to preserve its integrity. We quality checked all RNA samples using Agilent Bioanalyzer 2100 (Agilent, Santa Clara CA) before generation of sequencing libraries.

### Library generation and sequencing

Polyadenylated RNA was selected using magnetic oligo dT beads and subjected to Illumina's mRNA-Seq library generation. Briefly, mRNA was fragmented, reverse transcribed, adapted with sequencing primers, size selected (∼300 bp), and PCR enriched. The resulting library for each breed was sequenced on one lane of an Illumina Genome Analyzer IIx. Approximately 20 million fragments were sequenced by 75 bp from both ends.

### Mapping reads to the reference genome

We used Tophat (v1.0.14) to align mRNA-Seq reads to the reference genome, which used Bowtie (v0.12.7) as the aligner [13] and a segment mapping algorithm to discover splice junctions [14]. To maximize sensitivity of splice junction discovery, we first discovered novel splice junctions in each sample independently. The splice junctions were then combined and supplied to Tophat together with known splice junctions from the Ensembl annotation (release 60). We allowed a maximum of two mismatches in each of the three 25-bp segments and discarded reads that aligned to more than 20 genomic locations. For identification of breed-specific bases within breeds, we focused on uniquely mapped reads and required each base be covered by at least 10 reads. To identify breed-specific bases, we filtered out putative polymorphic bases by the following criteria: 1) at least 10% of the reads supported the minor allele; 2) the alleles are supported by at least one read on both strands with quality value ≥20; and 3) the two most frequent alleles accounted for at least 90% of the reads.

### Assembly of transcripts and estimation of abundance

The resulting alignments were used to reconstruct transcript models and estimate their abundance in the transcriptomes by Cufflinks (v0.9.3) [15]. Cufflinks assembles transcript models by finding the minimum number of transcripts supporting the overlapping alignments at disjoined genomic loci. In addition to transcript assembly, Cufflinks also estimates gene expression (fragments per kilobase exon per million mapped fragments, or FPKM) by finding parameters that maximize the likelihood function of observing fragment coverage given the transcript models. Abundances of transcripts were upper-quartile normalized [16] and corrected for sequence bias [17], which was done internally in Cufflinks [18].

### Identification of differentially-expressed genes, isoforms, and GO enrichment analysis

We tested for differential expression of genes and isoforms using Cuffdiff, a companion tool of Cufflinks for testing differential expression and regulation [15]. Genes or isoforms with FDR <0.05 were considered significant. To test for enrichment of GO terms in differentially-expressed genes, we used the GOSeq (v1.2.0) package in R [19]. GOSeq explicitly takes into account gene selection bias due to difference in gene lengths and thus numbers of overlapping sequencing reads [19]. P values reported by GOSeq were corrected using the Benjamini-Hochberg procedure to obtain FDR [20].

### Validation of differentially-expressed genes

For validation of differential expression by real time RT-PCR, we used the same RNA samples for sequencing from Holstein and Cholistani and synthesized cDNA using the iScript cDNA synthesis kit (Bio-rad, Hercules, CA). Real time PCR was performed in triplets according to the manufacturer's instruction using the iQ SYBR Green (Bio-rad, Hercules, CA) on a Bio-rad iCycler (Bio-rad) and analyzed by the 2^−ΔΔCt^ method using *GAPDH* as the reference control [21]. Primer sequences are listed in Table S1. Primers are designed in Beacon Designer with considerations of amplicon length, annealing temperature and secondary structures, among others (PREMIER Biosoft International, Palo Alto, CA). All primers were designed such that the amplicons span at least one intron in the primary transcripts.

## Results

### Sequencing of the bovine transcriptomes

To characterize the transcriptomes of cattle breeds, we collected blood samples from Holsteins and Jerseys (taurine breeds), and Cholistanis (indicine breed). These three breeds represented two distinct groups of cattle. While the taurine cattle are adapted to and primarily found in temperate environments, the indicine cattle are adapted to tropical climates.

Blood samples from multiple animals were pooled to obtain an “averaged” transcriptome in each breed. RNA was extracted from leukocytes isolated from blood pools. Following Illumina Genome Analyzer IIx's standard procedure, approximately 21 million paired-end fragments were sequenced for each of the three breeds (Table 1). 

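Leukocyte mRNA was sequenced as 1 library per breed, each made from pooled blood of 40 Holstein, 7 Jersey or 45 Cholistani cows. The authors aligned the reads to btau4.0 with TopHat v1.0.14 and estimated the expression of each gene model with Cufflinks v0.9.3. The values used here are the deposited estimates in FPKM (fragments per kilobase of exon, relative to the number of mapped fragments), which the authors upper-quartile normalized and corrected for sequence bias. The 3 libraries have no replicates, so no test between breeds and no error of a gene's value could be computed, and genes are described as higher or lower in a library. Fold changes were computed as the log2 ratio of FPKM + 1, which understates the difference for genes of low expression. The number of fragments behind each gene's value is unknown, so a gene with an FPKM of 0 is given as listed at 0, without a ratio, and no interval was computed for its value. The FPKM values summed to 5949770 in Holstein, 6288100 in Jersey and 9518430 in Cholistani. Folds were also computed after rescaling each library to a sum of 1000000. This replaces the authors' upper-quartile scale, and unequal sums alone do not show that their scale is wrong. The sums also depend on the most abundant models, of which the top 100 held 38.9% in Holstein and 46.7% in Cholistani. Centring the folds on the median of genes with at least 10 FPKM moved the median log2 fold of all genes between Cholistani and Holstein from 0.15 to -0.03. Rescaling moved the median log2 fold of all genes between Cholistani and Holstein from 0.15 to -0.37. It also gives the pseudocount more weight, because the values become smaller, so folds were computed as well after rescaling to the mean sum of the 3 libraries (a median of -0.43), an alternative chosen after seeing the data. Groups of genes were listed before the data were examined, and the median log2 fold of each list was placed among the medians of 10000 random lists of as many genes with matched mean expression, as a description of these libraries. Positions are on btau4.0 and count from 1.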

We aligned sequence reads to the bovine reference genome (btau4.0) using Tophat, an RNA-Seq aligner that is capable of discovering splice junctions de novo [14]. The Ensembl annotation was supplied to Tophat to ensure the sensitivity of aligning spliced fragments to known junctions. Approximately 70% of the sequenced fragments were aligned successfully by allowing no more than two mismatches in 25 bp segments and restricting alignments to at most 20 genomic locations (Table 1). Among the aligned fragments, over 90% were mapped to unique genomic regions (Table 1).

**Table 1:** Summary of sequencing read alignments.

Sample	Holstein	Jersey	Cholistani
Total sequenced fragments	21,078,477	21,358,931	20,940,063
Fragments mapped to the nuclear genome	13,565,995	14,384,823	16,403,447
(percent mapped)	(64.4%)	(67.3%)	(78.3%)
Uniquely mapped fragments	12,373,228	13,104,182	15,203,561
(percent uniquely mapped)	(91.2%)	(91.1%)	(92.7%)

### Transcript sequence variation among cattle breeds

The sequencing nature of mRNA-Seq allowed us to interrogate sequence variations of expressed mRNAs. Focusing on reliably-called bases (≥10 read coverage) and those that did not vary within each breed, we found 15,287,689 nucleotides whose identities could be determined in all three breeds. Among these bases, 547 (0.004%) differed between Holstein and Jersey; 8,980 (0.059%) between Holstein and Cholistani; and 8,995 (0.059%) between Jersey and Cholistani (Figure 1A). In addition, 7,793,425 of these bases fell within the protein-coding regions of 8,870 genes. Among these coding nucleotides, 165 differed between Holstein and Jersey, whereas 3,383 and 3,393 differed between Holstein and Cholistani, and between Jersey and Cholistani, respectively (Figure 1B). Although most of the coding base changes were synonymous, there were 74, 853, and 852 nonsynonymous substitutions in the pair-wise comparisons between Holstein and Jersey, Holstein and Cholistani, and Jersey and Cholistani, respectively (Figure 1C). Taken together, these results indicate very high nucleotide and protein sequence similarities between the three cattle breeds, although the difference between taurine and indicine breeds was over ten-fold greater than that between the two taurine breeds.

**Figure 1:**
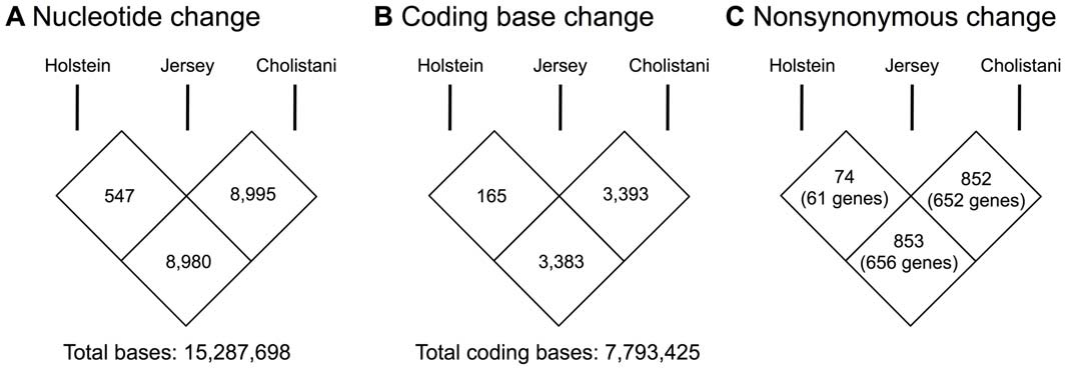
Nucleotide and protein diversity among cattle breeds. Each number in a diamond-shaped box represents the number of differences between two breeds indicated by the flanking vertical bars. Differences in nucleotides (A), coding bases (B), and non-synonymous bases (C) are shown.

To gain biological insights to the genomic differences between breeds, we asked whether there was an enrichment of certain biological pathways in the genes that contained non-synonymous base changes between breeds. Because the sequences of Holstein and Jersey were extremely similar, we chose Holstein as a representative for taurine cattle and compared it against Cholistani. Only genes with 50% coding region covered by at least 10 fragments were included in the analysis (n = 5,624). Although this did not reveal GO terms reaching the FDR cutoff (0.05), the “innate immunity response” GO term appeared to be highly enriched for genes with non-synonymous substitutions between Holstein and Cholistani; seven out of the 19 genes in this GO term contained non-synonymous base changes (nominal p = 0.0007).

### Variation of overall gene expression among cattle breeds

While transcript sequences reflect ultimately the genetic makeup of different breeds and amino acid changing bases may affect functions of proteins, the abundances of transcripts or genes can also express phenotypic variation. To estimate transcript abundance, we first used overlapping and spliced alignments, and paired-end information to construct transcript models *ab initio*. We used Cufflinks to assemble transcripts in each of the three breeds [15]. We recovered 11,063, 10,320, and 8,291 transcripts in Holstein, Jersey, and Cholistani, respectively, that were compatible with existing genome annotation. Restricting the analysis to transcripts whose exon-exon junctions were supported by at least two sequenced fragments, we discovered a combined total of 11,050 unannotated spliced isoforms of known genes. Additionally, Cufflinks assembled 4,362 transcripts in 3,426 intergenic regions (at least 1,000 bp from known genes on either strand), representing 3,242,073 unannotated bases. We combined newly-identified spliced isoforms and intergenic transcripts with the known annotated genes to obtain a non-redundant set of transcript models containing 25,968 genes and 42,837 transcripts, for which isoform-specific and overall gene expression were estimated using Cufflinks.

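Of the 25968 gene models, 10773 carried a gene name, 4683 only a protein accession and 5754 no name, and a missing name does not by itself mark a newly assembled model. Models with a gene name were more abundant, with a median of 112 FPKM among those detected in Holstein, 110.3 in Jersey and 124 in Cholistani. Models without a name had medians of 31.7, 29.1 and 27.4 FPKM in the same order. In all, 3733 models without a name had an FPKM above 0 in at least 1 library: 2405 in Holstein, 2630 in Jersey and 2727 in Cholistani. The most abundant of them lay on chromosome 10 from 69119503 to 69119896 in the taurine libraries, at 60862 FPKM in Holstein and 47166 in Jersey, and on chromosome 16 from 48256078 to 48275857 in Cholistani, at 108506 FPKM (both were singled out after their values were seen).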

We compared gene expression of the leukocyte transcriptomes of Holstein, Jersey, and Cholistani. Among the 15,286 genes that could be detected in any of the three breeds, 13,409, 13,787, and 13,666 were detected in Holstein, Jersey, and Cholistani, respectively (Figure S1). Out of these, 375, 560, and 983 genes were breed-specific in Holstein, Jersey, and Cholistani, respectively. 

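The most abundant transcripts of all 3 breeds came from mitochondrial energy metabolism and from the MHC class I complex, which presents peptides to T cells. A merged model of the mitochondrial genes ATP6, ATP8 and COX3 had 157891 FPKM in Holstein, 168191 in Jersey and 268515 in Cholistani. A merged model of MHC class I heavy chain genes on chromosome 23, from 28483925 to 28659544, had 84948, 77462 and 328475 FPKM. B2M, the light chain of MHC class I, had 82480, 81393 and 116169 FPKM, a difference that turned to lower in Cholistani after rescaling. The 10 most abundant models held 12.2% of the FPKM sum in Holstein, 11.9% in Jersey and 15.5% in Cholistani. An FPKM above 0 was taken as detected: 15286 models in any breed, 13409 in Holstein, 13783 in Jersey and 13666 in Cholistani, of which 12204 (79.8%) were shared by all 3 breeds. The Holstein and Jersey estimates of 5 models, all with the same span on chromosome 13, were missing values and counted as not detected, among them BPT1, a protease inhibitor with 2627 FPKM in Cholistani (BPT1 and both merged models were named after their values were seen).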

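Among genes with an estimate in all 3 libraries and above 0 in Cholistani alone, KRT17, an intermediate filament keratin on chromosome 19 from 43193395 to 43204933, was the most abundant with a gene name, at 411 FPKM. It was followed by THEG at 135 FPKM, which shares its listed span with ATP5F1D, the calcium-binding protein gene S100A5 at 109.6, the growth factor gene HBEGF at 109.5, ZFYVE28 at 105 and the cytokine gene IL1A at 86.0 FPKM. The named genes found in Holstein alone were less abundant, led by the fibroblast growth factor FGF1 at 30.2 FPKM and MTX3 at 13.9 FPKM. In Jersey alone, the cell adhesion gene CADM4 had 36.3 FPKM, a histone H4 locus 33.7 and the eosinophil granule gene PRG3 33.1 (the Holstein and Jersey examples were chosen after their values were seen). The median of the breed-specific models was 13.6 FPKM for the 375 in Holstein, 13.9 for the 560 in Jersey and 15.8 for the 983 in Cholistani, against 91.6, 89.6 and 93.8 FPKM for all models detected in each breed. Most had no name at all: 264, 386 and 765 models. With at least 50 FPKM there were 48, 90 and 121. The most abundant breed-specific model, without a gene name in each breed, had 1847 FPKM in Holstein, 12252 in Jersey and 10561 in Cholistani. Why such abundant models were listed at 0 in the other libraries was not tested. Counting only models with a gene name, an alternative chosen after seeing the data, left 67, 79 and 139.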

Breed-specific transcripts were found to be lowly expressed in general (Figure S2), therefore the specificity of many may in fact be a result of mRNA-Seq not being able to detect the transcripts. 

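Genes whose level was nearly the same in both taurine libraries and far lower in the Cholistani library included DIRAS2, a Ras-family GTPase on chromosome 8 from 91584078 to 91584749, with 220.2 FPKM in Holstein, 220.4 in Jersey and 19.8 in Cholistani. The zinc finger gene ZNF865 had 76.0 and 65.5 FPKM in Holstein and Jersey and was listed at 0 in Cholistani. Across all genes above 0 in both libraries compared, Pearson's r of log2(FPKM + 1) was 0.979 between Jersey and Holstein (12889 genes, bootstrap 95% interval over genes 0.977 to 0.980). It was 0.925 between Cholistani and Holstein (12349 genes, 0.921 to 0.928) and 0.931 between Cholistani and Jersey (12538 genes, 0.927 to 0.936). These 3 correlations are across genes, which are not independent replicates, so no p was computed. The spread of the log2 folds was widest among the least abundant genes, with an SD of 3.21 between Cholistani and Holstein and 2.45 between Jersey and Holstein in the lowest of 4 classes by mean expression, against 0.76 and 0.36 in the highest class.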

As expected, transcriptomes of the two taurine breeds exhibited very high similarity (Pearson's correlation r = 0.973, Figure 2A), whereas the similarities between Cholistani and Holstein (r = 0.906, Figure 2B) and between Cholistani and Jersey (r = 0.923, Figure 2C) were substantially lower.

**Figure 2:**
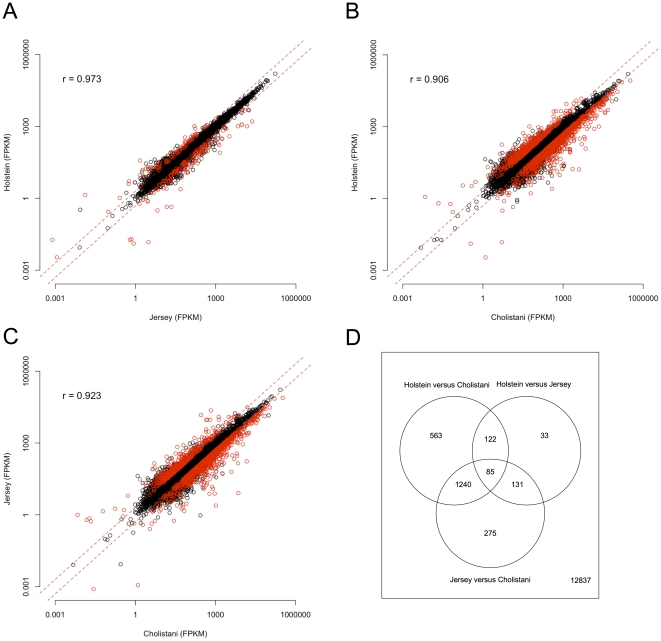
Comparison of overall gene expression between cattle breeds. Gene expression from each of the three breeds was plotted against each other: Holstein versus Jersey (A); Holstein versus Cholistani (B); and Jersey versus Cholistani (C). Also shown in each scatter plot were two dashed lines indicating 2-fold change. Red circles indicated genes differentially expressed significantly by at least two fold. In (D), a Venn diagram was shown for overlap between genes that showed significant differential expression in each of the three pair-wise comparisons.

We then asked how many genes were differentially expressed between breeds. 

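Among named genes with at least 50 FPKM in the higher of the Jersey and Holstein libraries, 4 of the 5 highest in Jersey were histone loci on chromosome 23: 3 of them, a pair named H2A1 and another named H2B1, were listed at 0 in Holstein and had 65.4, 55.9 and 50.3 FPKM in Jersey, and another H2A1 locus had 29.8 and 139.6 FPKM. The libraries were made from selected polyadenylated RNA, and the paper's alignment kept reads that mapped to several locations. Whether either step shaped the values of histone loci was not tested. WC11, of the WC1 family of gamma delta T cell surface proteins, had 33.4 FPKM in Holstein and 159 in Jersey. Lowest in Jersey, with the same minimum, were KCNE3, a potassium channel subunit (61.0 FPKM in Holstein, listed at 0 in Jersey), the DNA repair gene XRCC3 (87.7 and 16.6 FPKM), SDS, which breaks down serine (809.7 and 171 FPKM, against 14764 in Cholistani), the phosphatase gene PPM1H (203 and 69.7 FPKM) and the complement gene CFB (141 and 49.0 FPKM). In all, 1221 of 15284 models were at least 2-fold higher in the Jersey library than in the Holstein library and 718 at least 2-fold lower. Of these 1939 models, 1485 lay in the lowest of the 4 classes by mean expression, where the median was 6.52 FPKM. With a pseudocount of 10 FPKM the counts were 741 and 404, and among models with a gene name only, chosen after seeing the data, 244 and 186.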

Controlling false discovery rate (FDR) at 0.05, we found 371 genes that showed at least a 2-fold difference between Holstein and Jersey. On the other hand, 2,010 and 1,731 genes were found to be significantly different (≥2 fold) between Holstein and Cholistani, and between Jersey and Cholistani, respectively. 

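Among named genes with at least 50 FPKM in the higher library, SNAI1 was one of the 10 highest in Cholistani against Holstein. SNAI1, a transcription factor of epithelial-mesenchymal transition on chromosome 13 from 79047196 to 79052504, was listed at 0 in Holstein and had 9.48 FPKM in Jersey and 119.8 in Cholistani. MRPL57, a mitochondrial ribosomal protein gene, had 2.25, 13.2 and 304 FPKM in Holstein, Jersey and Cholistani, and the crystallin gene CRYGS had 0, 10.1 and 89.9 FPKM. Lower in Cholistani were ALAS2, which starts heme synthesis in red cell precursors (536, 363 and 32.3 FPKM), the potassium channel gene KCNQ5 (76.5, 26.8 and 8.66 FPKM), WLS, which is needed for Wnt secretion (253, 142 and 36.8 FPKM), SLC24A3, an ion exchanger (108, 56.4 and 15.0 FPKM), C19orf71 (410.5, 259 and 58.7 FPKM), and ZBTB34 (60.4 and 38.5 FPKM, listed at 0 in Cholistani). In the Cholistani library, 3006 models were at least 2-fold higher and 2099 at least 2-fold lower than in Holstein (58.9% higher), but after rescaling to equal sums 1419 were higher and 3314 lower (30.0% higher), and with the sums set to their mean, 1773 and 4199 (29.7% higher). Against Jersey, 2625 were higher and 2177 lower, and 1270 and 3052 after rescaling, or 1588 and 4004 with the sums set to their mean. Of the 5105 models that differed from Holstein, 2510 lay in the lowest of the 4 expression classes and 784 in the highest. With a pseudocount of 10 FPKM, 2387 were higher and 1264 lower than in Holstein, and 2054 higher and 1328 lower than in Jersey.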

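Genes at 0 in both taurine libraries and present in Cholistani included S100A2, a calcium-binding protein gene next to S100A5 on chromosome 3 from 18206627 to 18209960 (82.8 FPKM), CABP2 (76.1 FPKM) and the galectin gene LGALS13 (72.5 FPKM). Conversely, a pair of histone H4 loci had 44.1 and 37.6 FPKM in Holstein, 118 and 57.2 in Jersey, and were listed at 0 in Cholistani, as was the metalloprotease-like gene ADAM11 (28.2 and 69.6 FPKM in Holstein and Jersey). The limit given above for histone loci applies to these H4 loci too. TGFB2, a transforming growth factor, had 84.3 and 91.2 FPKM in Holstein and Jersey and 13.1 in Cholistani. ADAM11 and the more abundant of the H4 loci differed at least 2-fold between Holstein and Jersey. Among models without such a difference, 2013 were at least 2-fold higher and 1247 at least 2-fold lower in Cholistani than in each taurine library. These 3260 models are 51.5% of the 6327 that differed from either taurine library. Because both comparisons use the same Cholistani library, part of such an overlap arises without any shared difference, and the library cannot be split. In 100 simulations in which the libraries differed only by noise of the size seen between Holstein and Jersey at the same expression, a mean of 367 models were higher and 329 lower (at most 412 and 373). Not counting the condition on Holstein and Jersey, 2202 models were higher and 1358 lower in both comparisons, against 516 and 299 if the comparisons were independent. The log2 folds against Holstein and against Jersey had a covariance across genes of 2.76, and a mean of 0.70 in the simulations, so part of the excess may come from the shared library. After rescaling and with the condition on Holstein and Jersey, 1018 models were higher and 2099 lower in Cholistani than in both taurine libraries. With the sums set to their mean, these counts were 1225 and 2798.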

Importantly, among the genes that differed between Holstein and Cholistani, or between Jersey and Cholistani, the majority (n = 1240) showed no difference between the two taurine breeds but consistent difference between the indicine breed and either taurine breed (Figure 2D). To test whether our sequencing and analysis were valid and reliable, we selected 10 differentially-expressed genes and measured their expression in the same RNA samples of Holstein and Cholistani by real-time RT-PCR. All ten genes showed uniformly consistent results in real-time RT-PCR and sequencing (Figure 3).

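In the Cholistani library, 7 of the 10 genes were at least 2-fold higher than in the Holstein library, 2 were at least 2-fold lower and EEF1A1 was lower by less than 2-fold. The study chose these genes from these libraries, so their directions are not independent evidence. IL1B, an inflammatory cytokine on chromosome 11 from 48249241 to 48257632, had 89.3 FPKM in Holstein, 51.4 in Jersey and 1851 in Cholistani, 20.7 times the Holstein value. The chemokine gene CCL5 had 1562, 876 and 10663 FPKM (6.83 times), and IL8RB, listed as CXCR2, which encodes a chemokine receptor of neutrophils, 33.5, 7.62 and 598 FPKM (17.9 times). NFKBIZ, a regulator of NF-kappaB, had 49.7, 46.2 and 546 FPKM (11.0 times). The transcription factor genes JUNB and JUND had 1024 and 1026 FPKM in Holstein and 9367 and 3943 in Cholistani. DGAT2, an enzyme of triglyceride synthesis, had 45.1 FPKM in Holstein, 12.1 in Jersey and 808 in Cholistani. CLU, a chaperone that platelets carry, was lower in Cholistani (941 and 118 FPKM in Holstein and Cholistani, a log2 fold of -2.99), as was the neuropeptide gene TAC3 (2677 and 442 FPKM, -2.60). EEF1A1, a translation elongation factor, had 10731 FPKM in Holstein and 6129 in Cholistani (-0.81), and a log2 fold of -1.48 after rescaling.

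**Figure D1:**
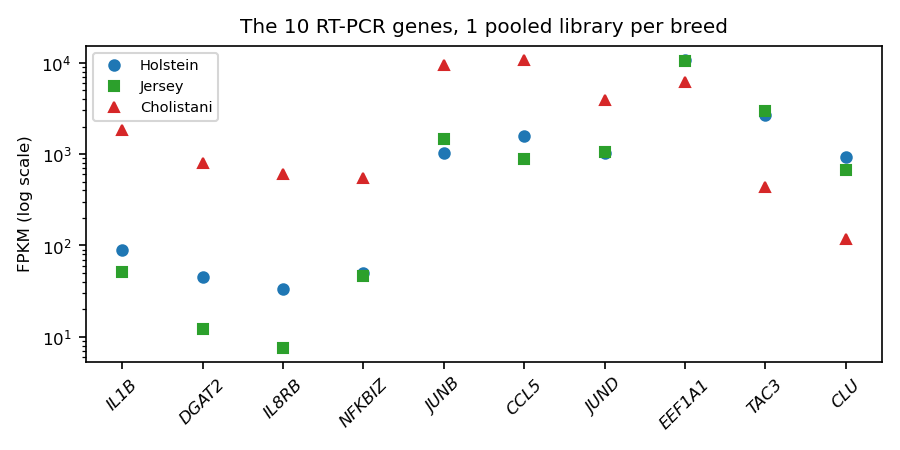
FPKM (log scale) of the 10 genes measured by real-time RT-PCR, in the pooled Holstein (circles), Jersey (squares) and Cholistani (triangles) libraries, 1 point per library. From IL1B to JUND the Cholistani point lies above both taurine points, and from EEF1A1 to CLU it lies below both.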

**Figure 3:**
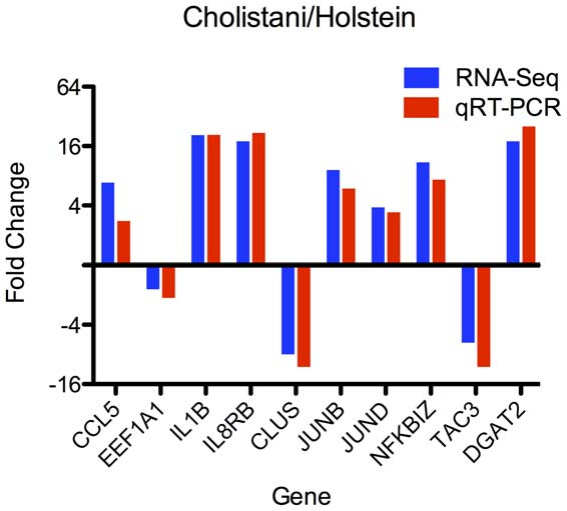
Fold changes measured by mRNA-Seq and real time RT-PCR.

Overrepresentation of 1,723 annotated genes that showed differential overall expression between Holstein and Cholistani in 3,288 GO biological processes and 1,769 GO molecular function categories was then tested. At FDR = 0.05, a total of 12 GO terms showed significant overrepresentation in the genes differentially expressed between Holstein and Cholistani (Table 2). Interestingly, we found significant regulation of GO biological processes including “electron transport”, “translation” “immune response”, and “inflammatory response” (Table 2).

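The list of mitochondrial ribosome genes did not include MRPL57. Of its 64 measured genes, 16 were at least 2-fold higher in Cholistani than in Holstein, 1 was lower and 47 were neither. After rescaling, 2 were higher and 1 lower. Among the higher genes MRPL40 had 240.1 FPKM in Holstein and 951 in Cholistani, and MRPS25 had 231 and 898 FPKM. The lower member was MRPS17 at the more abundant of its models (241 and 116 FPKM, named after its value was seen). Their median log2 fold was 0.71 (bootstrap 95% interval over members 0.64 to 0.82), above all 10000 matched random lists, and 0.04 after rescaling. Of 71 genes of the cytosolic ribosome, 13 were higher, 3 were lower and 55 were neither, but after rescaling 3 were higher and 9 lower. The higher members included RPS15A (2677 and 10364 FPKM in Holstein and Cholistani) and RPL22 (6837 and 25013 FPKM), and the lower members were RPL5 (4071 and 1852 FPKM), RPL37 (9244 and 3895 FPKM) and RPS26 (2520.5 and 851 FPKM), named after their values were seen. The median of this list, 0.57, lay at percentile 57.5 of matched random lists and was -0.11 after rescaling. Against Jersey the median of this list was 0.38, at percentile 2.46, with 10 genes higher and 5 lower. Translation factors had a median of 0.55 (percentile 65.8), with 5 of 27 higher, 1 lower and 21 neither, and after rescaling a median of -0.13, with 0 higher and 3 lower. The higher factors were EIF1 (2759 and 6836 FPKM), EIF3F (1034 and 2469), EIF3K (2619.95 and 5963), and, named after their values were seen, EIF3G and EIF3E, and the lower one was EIF4E, the cap-binding factor (589 and 270.1 FPKM). Beside these lists, T cell markers had a median of 0.61 and B cell markers 0.34, and both were negative after rescaling (-0.06 and -0.33).

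**Figure D2:**
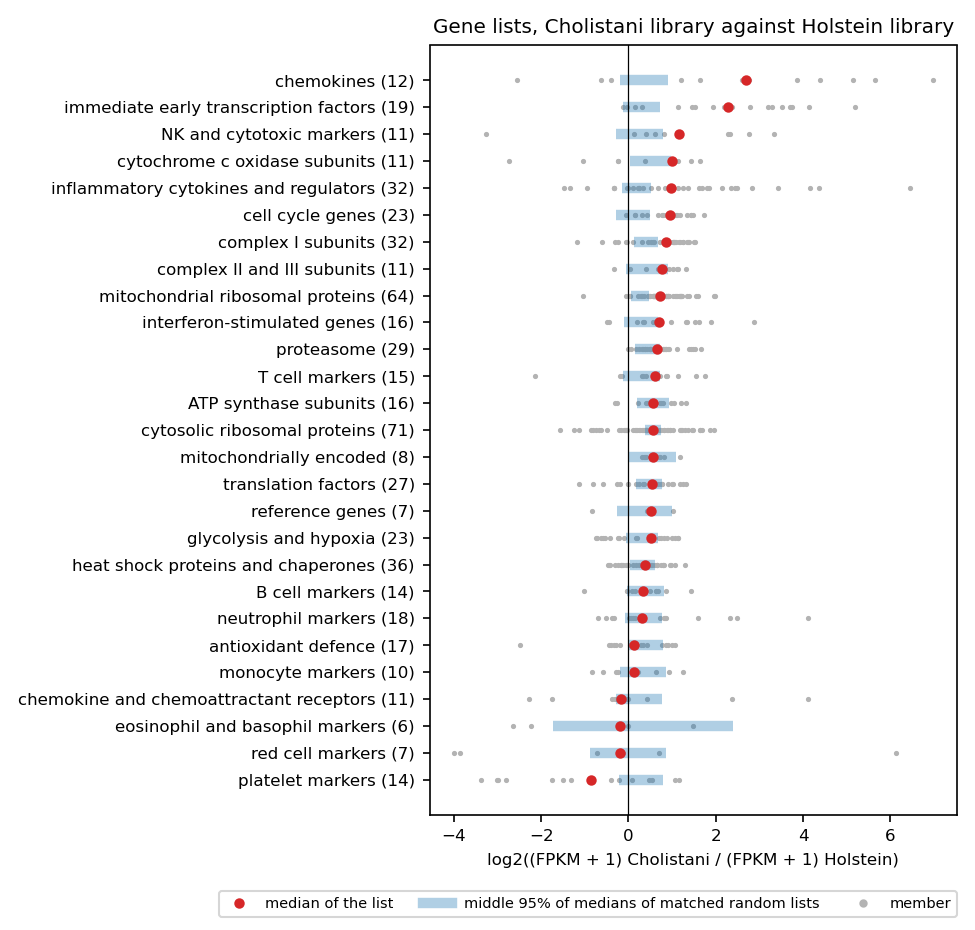
Log2 folds of FPKM + 1 between the Cholistani and Holstein libraries for 27 gene lists (number of measured members in parentheses). Red points are list medians, grey points members, and blue bars the middle 95% of medians of matched random lists. Chemokines (median 2.68) and immediate early transcription factors (2.28) lie farthest above their bars and platelet markers (-0.86) below. The medians of the 13 lists from the proteasome down to monocyte markers turn negative after rescaling.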

**Table 2:** Significant (FDR <0.05) GO enrichment in differentially-expressed genes between Holstein and Cholistani.

GO terms ID	Description	FDR (q value)
*Molecular Function*		
GO:0003735	structural constituent of ribosome	<0.0001
GO:0005515	protein binding	<0.0001
GO:0004129	cytochrome-c oxidase activity	0.0001
GO:0008009	chemokine activity	0.0072
GO:0008137	NADH dehydrogenase (ubiquinone) activity	0.0112
GO:0003954	NADH dehydrogenase activity	0.0255
*Biological Process*		
GO:0022900	electron transport chain	<0.0001
GO:0006412	translation	<0.0001
GO:0006955	immune response	0.0002
GO:0006954	inflammatory response	0.0002
GO:0006935	chemotaxis	0.0018
GO:0045941	positive regulation of transcription	0.0467

### Variation of alternative splicing among cattle breeds

Difference in protein sequences can be not only a consequence of non-synonymous nucleotide substitutions, but also a consequence of differences in protein isoforms generated by alternative splicing events. In addition, transcript isoforms may contain different regulatory elements that alter mRNA stability and translation efficiency. Based on existing and newly-identified transcript models, we tested differential splicing regulation using Cuffdiff [15]. Cuffdiff takes isoform expression estimates from Cufflinks, measures the distribution of relative expression between different isoforms originated from the same transcription using the metric Shannon-Jensen divergence, and assigns statistical significance for comparison between samples [15]. Because 5′ ends of transcripts critically depended on sequencing depth and gene expression, we conservatively focused on 2,134 genes with a single transcription start site (TSS) inferred from the RNA-Seq data and that expressed more than one isoform. Isoforms of these genes were classified into a total 3,002 alternative splicing events that fell into six categories (Table 3). Because we conservatively investigated genes with a single TSS, alternative first exon was not interrogated. We found 355, 711, and 660 genes undergoing significant differential alternative splicing (FDR <0.05) for the comparison between Holstein and Jersey, between Holstein and Cholistani, and between Jersey and Cholistani, respectively. For example, we discovered an unannotated isoform of the bovine *TMED4* (transmembrane emp24 protein transport domain containing 4) gene (ENSBTAG00000010612), which skipped the fourth exon of its primary transcript. The overall expression of this gene was similar in three breeds. However, relative abundance of the two isoforms differed significantly between the taurine and indicine breeds, suggesting a breed-specific regulation of alternative splicing (Figure 4).

**Figure 4:**
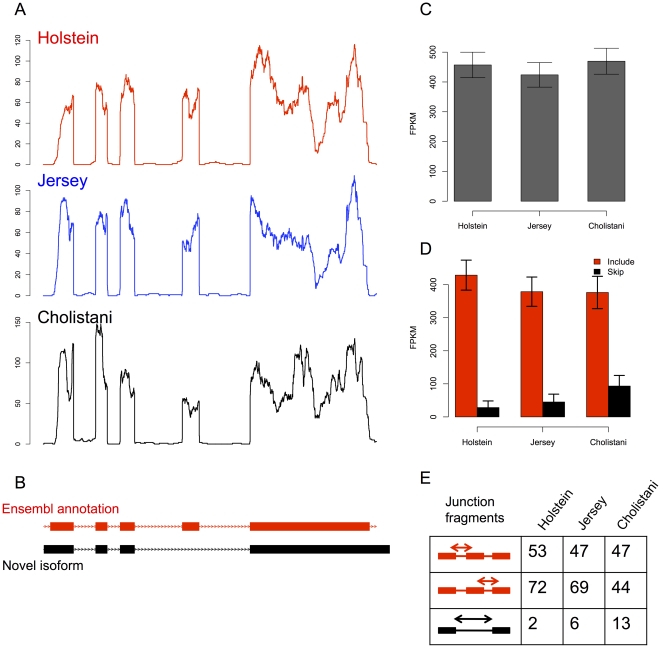
Example (*TMED4*) of differential alternative splicing between breeds. Fragment coverage (A) for each of the three breeds was plotted along the transcript models (B). Note the relative abundance of exon 4. Overall gene expression was largely unchanged (C) whereas relative abundance showed a significant difference between breeds (D). Numbers of junction fragments (E) also supported the differential alternative splicing.

**Table 3:** Alternative splicing events detected in genes and significant differential alternative splicing between Holstein and Cholistani.

	Total	Exon skipping^1^	Alternative 5′ splice site	Alternative 3′ splice site	Intron retention	Mutually exclusive	Alternative last exon
Events	3,002	1,498	444	884	837	59	117
Genes	2,134	740	258	480	398	43	81
Significant genes(Holstein vs. Cholistani)	711	312	100	190	164	17	24

1 Alternative splicing events were classified as in Wang et al. 2008 [27].

Finally, we also tested for enrichment of biological pathways among the genes that showed differential alternative splicing between Holstein and Cholistani. Interestingly, although not reaching the controlled FDR level, two related GO terms “structural constituent of ribosome” and “translation” showed nominal significance (p = 0.0007 and 0.0014 respectively). Importantly, although the same GO terms were significantly enriched for differential overall gene expression (Table 2), the overlap between genes that showed differential overall expression and differential alternative splicing was minimal. For example, among the 26 “structural constituent of ribosome” and 28 “translation” genes, only six also showed differential overall expression between Holstein and Cholistani. This suggested that the two pathways were systematically altered at both the transcriptional and splicing level.

## Discussion

In this study, we performed high throughput mRNA sequencing of leukocyte transcriptomes of three cattle breeds. Following alignment of sequencing reads, we first evaluated the nucleotide and protein sequence divergence, which showed little difference between the two taurine breeds (Holstein and Jersey), but considerably larger difference between taurine can indicine (Cholistani) breeds. We then reconstructed transcript models and estimated their abundances, and identified genes that showed differential expression or alternative splicing. Among the differentially-expressed genes between Holstein (taurine) and Cholistani (indicine), we found enrichment for genes involved in several biological pathways including electron transport, translation, and immune responses. In addition, we found differential alternative splicing for a number of genes, suggesting that the breed-specific regulation of gene expression occurs at multiple levels including transcription as well as splicing. These results provide important biological insights into the phenotypic differentiation

We first characterized sequence variation among cattle breeds. A small proportion of the monomorphic nucleotides were found to be different among breeds. Even though the difference was substantially larger than that between Holstein and Jersey, there were fewer than 9,000 (out of 15,287,698; 0.059%) base changes between Holstein and Cholistani. For comparison, we also identified putative single nucleotide polymorphisms (SNPs) within each breed. Among 22,100,344 surveyed bases in Holstein, 32,547 (0.147%) were reliably called SNPs; and 39,370 out of 19,967,581 (0.197%) bases were polymorphic within Cholistani. The number of polymorphic bases could not be directly interpreted as within-breed diversity. Nevertheless, the fact that there were considerably more SNPs within breeds than monomorphic base differences between breeds suggests that the between-breed nucleotide divergence is indeed small and unlikely to fully account for the phenotypic differences between breeds.

Among the amino acid-changing bases found in this study, one in the Cholistani introduced a premature stop codon that resulted in a truncation of the five amino acids of the p21 protein activated kinase 1 interacting protein 1 (PAK1IP1, ENSBTAG00000018674) gene. 

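PAK1IP1 lies on chromosome 23 from 46181951 to 46192733 and had 159 FPKM in Holstein, 149 in Jersey and 186 in Cholistani. The Cholistani value was 1.17 times that of Holstein and 1.24 times that of Jersey, and after rescaling the log2 fold between Cholistani and Holstein turned from 0.23 to -0.43. PAK1, the kinase that the encoded protein binds, had 179 FPKM in Holstein, 145 in Jersey and 178 in Cholistani.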

No difference was detected for expression of this gene among the three breeds. Human PAK1IP1 is widely expressed in multiple tissues and has been shown to interact with p21-activated kinase 1 (PAK1) and negatively regulate various activities of the PAK1 pathway [22], including cell survival, mitosis, and cytoskeletal organization [23]. However, the consequences of this mutation in the Cholistani breed and its relevance to the phenotypic differences between the taurine and indicine breeds remain to be determined. Another interesting finding was the enrichment of the “innate immune response” pathway genes in the list of genes that contained non-synonymous base changes between Holstein and Cholistani. Unlike variation in gene expression that may be a result of transient response to environmental factors, changes in nucleotide/protein sequences are heritable and may represent genetic divergence among breeds due to evolutionary forces such as natural and artificial selections.

Because sequence variation at the nucleotide and protein levels did not seem to explain the diverse phenotypes among breeds, particularly between taurine and indicine breeds, we also looked for variation at the transcriptional level. Indeed, there existed substantial difference among breeds (Figure 2). However, it is difficult to attribute variation in gene expression to breed identities as opposed to random variation between animals. One has to obtain a large enough sample and statistically test the hypothesis that variation among breeds is larger than individual variation within each breed. This is prohibitive for high throughput sequencing. Instead of sequencing animals individually from each breed, we pooled samples to obtain an ‘averaged’ transcriptome that was representative of the breed. Although we lost information on individual variability of gene expression, the estimate of mean gene expression in each breed was accurate because of the relatively large numbers of animals pooled. The averaging of transcriptomes by pooling blood samples reduces variation in gene expression estimates due to variability between individuals. By comparing means of gene expression instead of gene expression of single animals, it also allows us to make biological inference.

Cattle breeds differ in many aspects including local environment, nutritional input, and management, many of which also influence gene expression. These environmental variables may partially confound breed identities, presenting a difficulty in attributing variation in gene expression to breed effect alone. We believe it is more sensible to define a breed as a combination of its ancestry, genetic makeup, the local environment it adapts to, and other breed-specific variables. In other words, the variation observed in the transcriptomes of different cattle breeds reflects the overall effects of all breed-defining genetic and non-genetic factors.

The biological process GO term “electron transport chain” was significantly enriched for differentially-expressed genes between Holstein and Cholistani (Table 2). Low metabolic rate is a major player in thermotolerance for *Bos indicus* [4]. Given the key role of the electron transport chain in energy metabolism, the change in expression of this pathway may be associated with the remarkable difference in thermotolerance between Holstein and Cholistani. 

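Genes of respiratory chain complex I, which passes electrons from NADH into the chain, had a median log2 fold above 0 in the Cholistani library: 15 of 32 measured subunits were at least 2-fold higher than in Holstein, 1 was lower and 16 were neither, whereas after rescaling 0 were higher and 2 lower. NDUFB2 had 429 FPKM in Holstein, 388 in Jersey and 1243 in Cholistani, NDUFA9 265, 274 and 755, and NDUFV1 442, 452 and 1150.2 FPKM. The lower subunit was NDUFC1 (130.1 and 56.7 FPKM in Holstein and Cholistani, named after its value was seen). The median log2 fold of complex I was 0.87 (bootstrap 95% interval over members 0.58 to 1.07; percentile 99.9 of matched random lists) and 0.19 after rescaling. Cytochrome c oxidase, the last complex of the chain, had a median of 1.01 (-0.25 to 1.13; percentile 98.3) and 0.33 after rescaling. Of its 11 subunits, 6 were higher, among them COX5B (1571 and 4876 FPKM) and COX6B1 (1071 and 2884 FPKM), and 2 were lower, and after rescaling 0 were higher and 2 lower. These were COX4I1, the most abundant of these 11 in the taurine libraries, with 8929.7 FPKM in Holstein, 9459.9 in Jersey and 1338 in Cholistani, and COX6C (1111 and 542 FPKM, named after its value was seen). Complexes II and III had a median of 0.76 (percentile 91.4) and 0.08 after rescaling, with 4 of 11 genes higher before rescaling (UQCRQ, CYC1, UQCR11 and UQCRC1; 0 after it), none lower and 7 neither. ATP synthase subunits had a median of 0.57 (percentile 54.9), which was -0.10 after rescaling, and 3 of 16 were higher before rescaling (ATP5PF, ATP5MC1 and ATP5ME) and 0 after it. Of 8 genes of the mitochondrial genome, only MT-ND3 was at least 2-fold higher (71009 and 162084 FPKM), and not after rescaling, and their median of 0.56 (percentile 48.5) was -0.12 after rescaling. From the role of the electron transport chain in energy metabolism and the low metabolic rate of Bos indicus, the paper proposes that the altered expression of this pathway may be associated with the difference in thermotolerance between Holstein and Cholistani.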

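Chemokine genes, whose products recruit leukocytes, were far higher in the Cholistani library than in the Holstein library. Of 12 measured, 9 were at least 2-fold higher and 2 were neither, and CXCL10 was lower (182 and 30.0 FPKM, named after its value was seen). CXCL3, on chromosome 6 from 91927492 to 91929555, had 16.9 FPKM in Holstein, was listed at 0 in Jersey and had 2259.5 in Cholistani, CCL4 had 85.3, 54.5 and 1811 FPKM, and CCL8 and CCL20 were listed at 0 in both taurine libraries and had 49.4 and 34.4 FPKM in Cholistani. Immediate early genes, transcription factors and regulators induced within minutes of stimulation, were higher in 15 of 19 cases and lower in none, with EGR1 at 23.3, 41.6 and 885 FPKM, FOS at 103, 189 and 1820.3 FPKM and DUSP2 at 315, 305 and 4223 FPKM in Holstein, Jersey and Cholistani. Of 32 inflammatory cytokines and regulators, 16 were higher, among them IL6, which was listed at 0 in both taurine libraries and had 16.9 FPKM in Cholistani, and 14 were neither. The lower ones were IL12B (17.3 and 6.19 FPKM) and TLR8 (222 and 78.7 FPKM), named after their values were seen. The median log2 fold was 2.68 for chemokines (bootstrap 95% interval over members 0.40 to 4.77), 2.28 for immediate early genes (1.45 to 3.28) and 0.98 for inflammatory genes (0.24 to 1.76), each above all 10000 matched random lists, and 1.59, 1.15 and 0.29 after rescaling, part of which fall comes from the greater weight of the pseudocount (2.01, 1.61 and 0.31 with the sums set to their mean). After rescaling, 7 chemokines were higher and 3 lower, 11 immediate early genes higher and 0 lower, and 11 inflammatory genes higher and 3 lower. Interferon-stimulated genes had a median of 0.69 (percentile 97.9), which was 0.017 after rescaling, with 6 of 16 higher, among them ISG15 (358 and 2652 FPKM) and IFI6 (587 and 2197 FPKM), and none lower (2 higher and 2 lower after rescaling). Proteasome genes had a median of 0.66 (percentile 94.3), which was -0.01 after rescaling, and the 6 of 29 that were higher before rescaling (0 after it) included PSMB8, PSMB9, PSMB10 and PSME1, parts of the immunoproteasome that shapes peptides for MHC class I (PSME1 1970.2 and 6273 FPKM). Receptors for chemokines went both ways, with CXCR4 higher (339 and 1763 FPKM) beside CXCR2, CCR2 lower (434 and 88.5 FPKM), and a list median of -0.16 (percentile 7.22), which was 0.18 against Jersey. Beside these groups, cytotoxic cell markers had a median of 1.16 (0.46 after rescaling), neutrophil markers 0.30 (-0.23 after rescaling) and platelet markers -0.86.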

We also observed an enrichment of genes showing differential expression between Holstein and Cholistani involved in the immune response and inflammatory response of animals (Table 2). The Cholistani breed is particularly well known for its resistance to ticks and other diseases [5]. A recent transcriptomic study in peripheral leukocytes from tick-infested *Bos taurus* and *Bos indicus* showed significant difference for genes in various biological processes including metabolic and immune response processes between the two cattle breeds [24]. Consistent with this result, our study further supports the importance of expression of the immune system genes in different susceptibilities to parasites among breeds.

In addition to overall gene expression, mRNA-Seq also allowed us to characterize and compare alternative splicing in the transcriptomes. Indeed, we identified over 3,000 alternative splicing events in 2,134 genes analyzed and found a large number of differential alternative splicing among breeds (Table 3). Although not reaching controlled FDR level, two GO pathways (“structural constituent of ribosome” and “translation”) enriched for differential overall expression also showed considerable enrichment in genes showing differential alternative splicing. This result suggested that differential regulation of gene expression among breeds was at multiple levels including transcriptional and post-transcriptional. One example of the differential alternative splicing was the *TMED4* gene that encodes a transmembrane protein associated with the endoplasmic reticulum membrane. The variant skipping the fourth exon, which disrupts the coding region of this gene, was found to be significantly more frequent in Cholistani than in its taurine counterparts (Figure 4). Interestingly, previous studies have indicated an important role of this protein in heat shock response. In one study, depletion of expression of *TMED4* resulted in a decrease in apoptosis in response to heat stress [25]. Another study showed that viability of lymphocytes in response to heat shock was significantly higher in *indicus* breed than in *taurus* breed [26]. The preferential switching of a functional isoform to a non-functional isoform of *TMED4* in Cholistani, thus reducing heat shock-induced apoptosis, may in part explain the breed's remarkable tolerance to heat.

In conclusion, our study is among the first to use high throughput sequencing for characterization of bovine transcriptomes. Not only have we discovered genes that show breed-specific expression pattern, we have also found that regulation of gene expression exists at multiple levels. These results may provide important insights into genes that are associated with adaptation and specialization of cattle breeds.

## Supporting Information

Figure S1 **Venn diagram showing overlap and uniqueness of genes expressed in Holstein, Jersey, and Cholistani.**
(TIFF) Click here for additional data file.

Figure S2 **Histograms of gene expression for all genes and breed-specific genes.**
(TIFF) Click here for additional data file.

Table S1 **Primer sequences for real time RT-PCR.**
(DOC) Click here for additional data file.

# Supplementary material for: Characterization and Comparison of the Leukocyte Transcriptomes of Three Cattle Breeds
**Source:** PLoS One. 2012 Jan 23;7(1):e30244. doi: 10.1371/journal.pone.0030244
**Supplement:** Table S1 — Primer sequences for real time RT-PCR.

Table S1. Primer sequences for real time RT-PCR

| Gene | Strand | Sequence (5’ – 3’) |
| --- | --- | --- |
| CCL5 | Forward | ATGGCAGCAGTTGTCTTT |
|  | Reverse | TACTCTCGCACCCACTTC |
| EEF1A1 | Forward | AGGACACAGAGACTTCAT |
|  | Reverse | CAAATTCACCAACACCAG |
| IL1B | Forward | AGGAAATGAACCGAGAAG |
|  | Reverse | ACACAAGACAGGTATAGATT |
| IL8RB | Forward | GAAGTTCTGATTTGTAGCATTTG |
|  | Reverse | AACACCACCATCCTTGAA |
| CLUS | Forward | CACGATGGAATTCACAGA |
|  | Reverse | GATCTCCTGGCACTTCTC |
| JUNB | Forward | CCAGTCCTTCCACCTCAA |
|  | Reverse | TCCTCCCCTCCCTGTTAA |
| JUND | Forward | TTTGACTTTGGAAGAGAGAAC |
|  | Reverse | AACCAACACAGGAGAACA |
| NFKBIZ | Forward | GAACTTGGAGAACGAACA |
|  | Reverse | TCTCTGCTGAATGGACTT |
| TAC3 | Forward | TCACAGCAAGAAGGACTC |
|  | Reverse | TCACAGCAAGAAGGACTC |
| DGAT2 | Forward | TCACAGTGGGTCCGAAAC |
|  | Reverse | ATGTAGTTCCTGCTGGTCA |

How the deposited data were processed for this re-analysis (not part of the article)

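Leukocyte RNA from pooled blood of 40 Holstein, 7 Jersey and 45 Cholistani cows was sequenced by the authors as 1 library per breed. The authors aligned the reads to btau4.0 with TopHat v1.0.14, which used Bowtie v0.12.7 and Ensembl splice junctions, assembled transcripts with Cufflinks v0.9.3 and merged them with the Ensembl genes. The deposited gene values are FPKM that the authors estimated with Cufflinks, upper-quartile normalized and corrected for sequence bias. They were used as deposited, with no further normalization. The read sequences and the values per isoform were not analysed here.

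The table held 25968 gene models with a name column, a position and 1 value per breed. The listed starts were taken to count from 0, so 1 was added. The Holstein and Jersey values of 5 models were missing; these models counted as not detected in those breeds, and the 2 of them with a Cholistani value were left out of all folds, which leaves 15284 models above 0 in any breed. Names were matched by gene symbol or by the entry name of the protein database given in the table, and entries with only an accession were not matched. Where a name stood on several models, as for 28 list genes, the most abundant model was taken. Several model names hold more than 1 gene, and these merged models were matched to no single gene.

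With 1 library per breed there is no residual variation, so no test, p-value or standard error was computed, and no replicate could be checked against another. Detection was an FPKM above 0, and the paper's text does not name a detection limit. Correlations were Pearson's r of log2(FPKM + 1) over genes above 0 in both libraries, with a bootstrap interval over genes (200 resamples). Genes were counted as higher or lower at a fold of at least 2 in (FPKM + 1). The fragments behind each gene are unknown, so no counting interval or lower limit was computed. Of 30 lists (846 genes, of which 587 were found by name), 28 had at least 3 measured members; the MHC class II list had 1 measured member, CIITA, and the list of other genes the paper names had 2, and neither was summarized. Each list was described by its counts, its median log2 fold, a bootstrap interval of the median over members (2000 resamples) and the percentile of the median among 10000 random lists of equal size matched in 20 bins of mean expression. The same was done with 10 expression bins and 5 bins of genomic span. For the comparison of Cholistani with both taurine libraries, 100 simulations drew all 3 libraries from the Holstein and Jersey means with noise of the size of the Holstein-Jersey differences at the same expression.

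Genes were named by a rule set before the data were examined: every gene the paper names, the 10 highest and 10 lowest named genes between Cholistani and Holstein and between Cholistani and both taurine breeds, and the 5 highest and 5 lowest between Jersey and Holstein, with at least 50 FPKM in the higher library, and per list the 4 members farthest from 0 and the 2 most abundant. For the comparison with both taurine breeds, the minimum of 50 FPKM in the highest library was not part of that rule and was added to it. Other genes were named after their values were seen, and the text says so. The lists covered cytosolic and mitochondrial ribosomal proteins, translation factors, the complexes of the respiratory chain, ATP synthase, genes of the mitochondrial genome, chemokines and their receptors, inflammatory, immediate early and interferon-stimulated genes, MHC class II, the proteasome, chaperones, glycolysis and hypoxia, antioxidant defence, cell cycle, reference genes, markers of 8 blood cell types and the genes the paper names.

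The alternatives set before the data were examined were pseudocounts of 0.1 and 10, a minimum of 10 FPKM in at least 1 library, detection limits of 1 and 10 FPKM, Spearman's rho, log2 values without a pseudocount, linear FPKM, all genes above 0 in any library, log2 folds centred on the median of genes with at least 10 FPKM, FPKM rescaled to a sum of 1000000 (with the pseudocount kept at 1), random lists matched on genomic span, and Jersey in place of Holstein. Models with a gene name only, list genes whose name stands on 1 model, and FPKM rescaled to the mean sum of the 3 libraries were added after seeing the data. An alternative with Ensembl genes only, also set before, was not run, because the table names genes but does not mark Ensembl models.

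The procedure was tested on simulated data, in which 200 genes with at least 50 FPKM were changed 4-fold. Of these, 198 passed the 2-fold threshold, as did 2.18% of the 8471 unchanged genes with at least 50 FPKM. Of 100 unchanged lists of 20 genes, 96 lay in the middle 95% of matched random lists, and all 100 lists shifted 2-fold lay above it. These rates hold for the simulated data and give no error rate for the real libraries. There the SD of the log2 folds in the highest expression class was 0.76 between Cholistani and Holstein and 0.36 between Jersey and Holstein. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.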

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

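The marker and cell cycle lists in this part lie outside the processes of Table 2 and were singled out because their median log2 fold lay below percentile 0.5 of matched random lists or as far at the upper end. The percentiles describe these 3 libraries, and whether the breeds differ was not tested. The test of the platelet share was chosen only after the result was seen.

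Markers of natural killer and cytotoxic cells had a median log2 fold of 1.16 between Cholistani and Holstein (percentile 99.9), 0.46 after rescaling, with 6 of 11 at least 2-fold higher, 1 lower and 4 neither before rescaling and 4 higher and 1 lower after it. GZMB, a protease of cytotoxic granules, had 42.3 FPKM in Holstein, 52.3 in Jersey and 436 in Cholistani, NKG7 had 275, 219 and 1386, and NCR1, a natural killer cell receptor, 699.7, 502 and 1594 FPKM, while GZMA had 8.63 and 11.5 FPKM in the taurine libraries and was listed at 0 in Cholistani. The list holds CCL5, which also stands in the chemokine list and was chosen by the study. Between Jersey and Holstein its median was -0.24 (percentile 0.265). The cell cycle list had a median of 0.96 between Cholistani and Holstein (percentile 100), 0.28 after rescaling, with 10 of 23 genes higher before rescaling and 1 after it and none lower, among the 10 UBE2C (106 FPKM in Holstein, 86.5 in Jersey and 357 in Cholistani), PLK1 (79.0, 69.8 and 216 FPKM) and AURKA (28.1, 27.5 and 77.5 FPKM). Between Jersey and Holstein its median was -0.23 (percentile 0.05).

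Between Jersey and Holstein, B cell markers had a median of 0.46 (percentile 100), with none of 14 different by 2-fold and SPIB at 1414 FPKM in Holstein and 1935 in Jersey. Against Holstein, B cell markers in Cholistani had a median of 0.34 (percentile 36.6), which turned to -0.33 after rescaling. Before rescaling, CD79A was higher (5281 and 14273 FPKM) and PAX5 lower (296 and 145 FPKM). After rescaling, 0 of the 14 were higher and 1 lower. Monocyte markers had a median of -0.45 in Jersey against Holstein (percentile 0), with CTSS at 4169 and 3552 FPKM and FGL2 at 2444 and 1564 FPKM and none of 10 different by 2-fold, and 0.13 in Cholistani against Holstein (percentile 19.1), which turned to -0.52 after rescaling. Neutrophil markers had a median of -0.35 in Jersey against Holstein (percentile 0), with S100A12 at 17413 and 12184 FPKM and S100A8 at 11065 and 9500.3 FPKM and 5 of 18 lower. The median of the neutrophil markers between Cholistani and Holstein was 0.30 (percentile 40.1), and 0.82 against Jersey (percentile 99.4, 8 higher). Before rescaling, 4 of 18 were higher than in Holstein and 0 lower. The higher ones were STEAP4, NCF1, CSF3R and CXCR2, which also stands in the receptor list and was chosen by the study. After rescaling, 3 were higher than in Holstein and 3 lower. With the sums set to their mean, 3 were higher and 4 lower.

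Platelet markers had a median log2 fold of -0.86 between Cholistani and Holstein (percentile 0), with 7 of 14 lower, 5 neither and a pair higher (GP9 and CLEC1B, named after their values were seen), -0.40 with a minimum of 10 FPKM, -1.04 after rescaling and -1.54 with the sums set to their mean (each 8 lower and 0 higher), and -0.50 between Jersey and Holstein (percentile 0), while between Cholistani and Jersey it was 0 (percentile 17.7) with GP5 and GP1BA, listed at 0 in both libraries, and -0.60 with a minimum of 10 FPKM. TUBB1, the platelet tubulin, had 4430 FPKM in Holstein, 2997 in Jersey and 551 in Cholistani, and F13A1, a clotting factor subunit, 4417, 3118 and 1775 FPKM. A lower share of platelets in the Cholistani pool would lower the abundant platelet transcripts together: the 10 markers with at least 50 FPKM had a median of -0.86 with a bootstrap 95% interval of -2.24 to 0.16, 5 of them lower and 1 (GP9) higher. As the interval includes 0, and rescaling lowers all genes in Cholistani together, a lower platelet share cannot be told apart from differences of single genes, and CLU in this list was chosen by the study and PPBP also stands in the chemokine list. A difference between breeds stays open and untested, as does a difference between the collection sites.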

How the results depend on the processing

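Of the recomputed values, 301 stayed within their limits (1.5 times for a count, the bootstrap interval for a correlation or list median), 80 moved and 19 turned their direction from an interval that excluded 0; in all, 32 list medians and gene folds changed sign, 14 of them after rescaling and as many with the sums set to their mean. No paired analysis was possible because each breed has 1 library, and no replicate could be left out. The fragments behind each gene are unknown, so values near 0 carry no stated precision. Models with a gene name only, names on 1 model only and rescaling to the mean sum were chosen after seeing the data; the alternative with Ensembl genes only was not run, and TMED4 was not found by name. Counts of detected, breed-specific and unnamed models stayed within 1.5 times under both detection limits.

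After rescaling, list medians turned to -0.11 for cytosolic ribosomal proteins, -0.13 for translation factors, -0.10 for ATP synthase, -0.12 for mitochondrially encoded genes, -0.012 for the proteasome, -0.23 for neutrophil, -0.063 for T cell and -0.33 for B cell markers and -0.15 for reference genes; against Jersey, B cell markers turned to -0.16 and chemokine receptors from -0.16 to 0.18. Rescaled medians moved to 0.19 for complex I, 0.085 for complexes II and III, 0.038 for mitochondrial ribosomal proteins, 1.15 for immediate early, 0.017 for interferon-stimulated and 0.28 for cell cycle genes, -0.54 for antioxidant defence, -0.78 for chemokine receptors, -0.28 for chaperones and -0.52 for monocyte markers. Centring on the median gave 0.39 for ATP synthase and for cytosolic ribosomal proteins, 0.53 for mitochondrial ribosomal proteins, 0.49 for the proteasome and 0.35 for reference genes. Jersey in place of Holstein gave 1.17 for cell cycle genes, 0.38 for cytosolic ribosomal proteins and 0.43 for reference genes. Matched on span, interferon-stimulated genes lay at percentile 97.2. EEF1A1 moved to -1.48 after rescaling.

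With the sums set to their mean, medians turned to -0.105 for cytosolic ribosomal proteins, -0.128 for translation factors, -0.105 for ATP synthase, -0.12 for mitochondrially encoded genes, -0.012 for the proteasome, -0.32 for neutrophil, -0.064 for T cell and -0.34 for B cell markers and -0.15 for reference genes. They moved to 0.19 for complex I, 0.085 for complexes II and III, 0.041 for mitochondrial ribosomal proteins, 0.020 for interferon-stimulated and 0.29 for cell cycle genes, -0.55 for antioxidant defence, -0.83 for chemokine receptors, -0.29 for chaperones and -0.54 for monocyte markers, and EEF1A1 to -1.49. Chemokines (2.01), immediate early (1.61) and inflammatory genes (0.31) stayed within their intervals.

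Counts against both taurine libraries in this paragraph require less than a 2-fold difference between Holstein and Jersey. Rescaling gave 1419 models higher and 3314 lower than in Holstein, 1270 higher than in Jersey, and 1018 higher and 2099 lower than in both. With the sums set to their mean, the counts were 1773 and 4199 against Holstein, 1588 and 4004 against Jersey, and 1225 and 2798 against both. A pseudocount of 10 gave 741 higher and 404 lower in Jersey than in Holstein, 1264 lower in Cholistani than in Holstein, 1328 lower than in Jersey and 667 lower than in both. Models with a gene name numbered 6903, 6964 and 6861 detected in Holstein, Jersey and Cholistani and 67, 79 and 139 breed-specific; 244 were higher and 186 lower in Jersey than in Holstein, and in Cholistani 1105 and 806 against Holstein, 938 and 696 against Jersey, and 704 and 504 against both.

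For Jersey and Holstein, Cholistani and Holstein, and Cholistani and Jersey, r was 0.983, 0.932 and 0.938 with a pseudocount of 10, 0.976, 0.916 and 0.922 at 10 FPKM or more, 0.965, 0.906 and 0.927 without a pseudocount, 0.987, 0.913 and 0.903 for linear FPKM, 0.894, 0.802 and 0.792 for genes above 0 in any library, and 0.985, 0.934 and 0.942 for named models. A pseudocount of 0.1 gave 0.977 for Jersey and Holstein, and Spearman's rho was 0.919 for Cholistani and Holstein. In each of these settings Jersey and Holstein had the highest value; Cholistani was closer to Holstein than to Jersey for linear FPKM and for genes above 0 in any library.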

Differences from the paper's values

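The correlations differed from the paper's in the third decimal place or before. Pearson's r was 0.979 between Jersey and Holstein, against the paper's 0.973, 0.925 between Cholistani and Holstein, against the paper's 0.906, and 0.931 between Cholistani and Jersey, against the paper's 0.923. The paper's text names neither the transformation nor the genes used. Among the alternatives set before the data were examined, log2 values without a pseudocount gave 0.906 between Cholistani and Holstein, equal to the paper's value after rounding, but 0.965 and 0.927 for the other pairs, which differed from the paper's. Pseudocounts of 0.1 and 10, the minimum of 10 FPKM, Spearman's rho, linear FPKM and all genes above 0 in any library differed from the paper's values for all 3 pairs. The order of the pairs was the paper's: Jersey and Holstein the most alike, and Cholistani closer to Jersey than to Holstein.

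At least 2-fold differences were counted in 1939 models between Jersey and Holstein, against the paper's 371, in 5105 between Cholistani and Holstein, against the paper's 2,010, and in 4802 between Cholistani and Jersey, against the paper's 1,731. For models that differed from both taurine breeds in the same direction but not between them, the count was 3260, against the paper's 1,240. The paper's counts also required an FDR below 0.05 from Cuffdiff, a step that the values per library do not include and that was not applied here. None of the alternatives set before the data were examined (pseudocounts of 0.1 and 10, the minimum of 10 FPKM, centring and rescaling) came within 1.5 times any of the 4 counts, the nearest of these being a pseudocount of 10 with 1145, 3651, 3382 and 2345 models. Counting only models with a gene name, which was chosen after seeing the values, gave 430, 1911, 1634 and 1208, each within 1.5 times the paper's count. It leaves 7213 of the 15284 models and all 10 RT-PCR genes, and how many of the other genes that the paper calls it drops was not counted. The paper's counts required the FDR and are not stated to be limited to named genes. The sets therefore differ, and the closeness of the counts does not explain the difference. The paper's separate count of annotated genes between Holstein and Cholistani was not compared.

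The count of genes detected in Jersey was 13783, against the paper's 13,787, while the counts in Holstein and Cholistani, the total and the 3 breed-specific counts were equal to the paper's. The paper lists EEF1A1 among the differentially expressed genes it measured by RT-PCR. Its log2 fold here was -0.81, below the 2-fold threshold used here. The paper's methods name an FDR limit and no minimum fold, so this is not a difference from the paper. EEF1A1 passed the 2-fold threshold after rescaling (-1.48, or -1.49 with the sums set to their mean, chosen after seeing the values) and relative to GAPDH (2.56 times lower). The folds of the 10 RT-PCR genes match the sequencing bars of Figure 3 as far as these can be read by eye.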

Other observations

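The tests of the immediate early and inflammatory lists taken separately, against Holstein and against Jersey, and the tests of scaling for complex I and the mitochondrial ribosome, were chosen only after the results were seen. The tests of gene length and, for both lists together, of neutrophils and scaling were set before the data were examined.

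Heat shock proteins and chaperones differed little between Cholistani and Holstein, with 2 of 36 higher (HSPB6 and CCT6A; 0 after rescaling), none lower, and a median of 0.39 (percentile 65.4) that turned to -0.28 after rescaling. HSPA8, a constitutive chaperone, had 4485 FPKM in Holstein and 7083 in Cholistani, and HSPB1 4220.2 and 8259.8 FPKM. Genes of glycolysis and hypoxia had a median of 0.52 (percentile 85.9), with 4 of 23 higher (the glucose transporters SLC2A1 and SLC2A3, GPI and PFKL) and none lower, and after rescaling a median of -0.16, with 0 higher and 5 lower. In antioxidant defence, SOD1 (524 and 1108 FPKM) and PRDX2 (1785 and 3593 FPKM) were higher, SRXN1, which repairs peroxiredoxins, was lower (744 and 133 FPKM), and the median of 0.13 (percentile 7.31) turned to -0.54 after rescaling, with 0 higher and 3 lower.

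T cell markers had a median of 0.61 (percentile 92.4), which turned to -0.063 after rescaling. Before rescaling, CD8A (255 and 866 FPKM) and CD3E (2041 and 6016 FPKM) were higher, and the cytokine receptor gene IL7R was lower (360.4 and 81.4 FPKM). A model listed as WC1, counted here as WC1.1, was also higher (39.2 and 87.0 FPKM). After rescaling, 1 of 15 T cell markers was higher and 1 lower. The separate model WC11 had 33.4 and 62.3 FPKM, a difference of less than 2-fold. Red cell markers had a median of -0.20 (percentile 31.3), -0.77 after rescaling and, over the 4 genes whose name stands on 1 model (chosen after seeing the data), -1.995 (percentile 0.59), with ALAS2 and EPB42 lower and HBA, listed at 0 in Holstein, at 11.5 FPKM in Jersey and 69.3 in Cholistani. Eosinophil and basophil markers, all below 50 FPKM, had a median of -0.20 (percentile 34.5), and -0.62 after rescaling. Before rescaling, IL5RA was higher and CPA3 and IL1RL1 were lower. After rescaling, 0 of these 6 markers were higher and 0 lower. With the sums set to their mean, 0 were higher and 2 lower. Among reference genes the median was 0.52 (percentile 65.7), -0.15 after rescaling, and GAPDH had 1034 FPKM in Holstein, 1119.8 in Jersey and 1509.9 in Cholistani. CIITA, the activator of MHC class II genes, had 528 FPKM in Holstein, 763 in Jersey and 440.3 in Cholistani. Between Jersey and Holstein, cytosolic ribosomal protein genes had a median of 0.18 (percentile 100), and none of the 71 differed by 2-fold.

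In the Cholistani library, immediate early and inflammatory genes stood out. Against Holstein, a larger share of neutrophils in the Cholistani pool would raise neutrophil markers by about as much; the immediate early median exceeded theirs by 1.98 (bootstrap 95% interval 0.78 to 3.11), which argues against it as the whole cause of that difference, whereas the inflammatory median exceeded theirs by 0.68 (-0.44 to 1.53), and against Jersey the gaps were 1.07 (-0.41 to 2.13) and 0.066 (-1.20 to 1.36), all 3 of which leave it open. The bound set before the data were examined took the interval of the neutrophil median alone (0.053 to 0.84), above which both medians lie, but it left out the spread of the inflammatory list and so was too narrow; the lymphocyte markers, which such a share would lower, had medians of 0.61 (0.33 to 0.87) for T cells and 0.34 (0.084 to 0.63) for B cells, but these turn negative after rescaling. Scaling between libraries is argued against for the immediate early genes, whose lower median of those after centring and rescaling was 1.15 (0.69 to 2.51). It stays open for the inflammatory genes (0.29, -0.42 to 1.03), whose median kept its sign, the bound set before, but not beyond its spread. Their percentile among matched lists was 100 after rescaling, but the middle of those lists, -0.42, lies at the lower end of that interval. The pools came from different sites, and the Cholistani RNA alone was transported in a storage matrix; these differences and the breed itself cannot be told apart in this design and were not tested.

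Complex I and mitochondrial ribosomal protein genes had medians above 0 between Cholistani and Holstein, although 16 of 32 and 47 of 64 members differed by less than 2-fold. The lower of their medians after centring and rescaling was 0.19 (bootstrap 95% interval -0.094 to 0.38) and 0.038 (-0.031 to 0.17). Both medians stayed above 0, but their size depends on the scaling and these intervals include 0. Whether the medians lie above 0 therefore cannot be separated from scaling. Their place among matched random lists, which a factor common to all genes hardly moves, was at percentiles 99.96 and 100 after rescaling. The middle of those lists was -0.27 for complex I and -0.39 for mitochondrial ribosomal proteins, below both intervals. These values argue against such a factor as the cause of the shift relative to genes of similar expression. A difference between breeds was not tested. Gene length was tested with random lists matched on expression and genomic span, among which complex I lay at percentile 99.9, mitochondrial ribosomal proteins at 99.99 and cytosolic ribosomal proteins at 51.1. The bound set before the data were examined would count the first pair of values against a length bias, but it was wrong for these data, since only the span on the genome and not the length of the transcript is known, so length stays open. Over all models, the median log2 fold was 0.27, 0.41, 0.27, -0.0083 and -0.026 in 5 equal bins from the shortest to the longest span, and GC content was not tested, as no sequence was used.

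Tests had also been set for ribosomal protein genes lower in Cholistani. They were not run, because the median of that list was above 0 before rescaling.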
